A study of Mus musculus with 119 samples. Its data were reported in "Tracking disease progression by searching paths in a temporal network of biological processes" (2017).

How the data were processed

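Liver RNA of 119 samples was hybridized by the authors to single-colour Agilent whole mouse genome arrays, 1 sample per array, on 44 slides scanned on 12 days. The deposited scanner file of each array holds signal intensity for 43803 spots of 40628 probes with 29411 gene names, controls left out. Per the file headers the processed signal is the background-subtracted, detrended intensity of the Cy3 dye with no scaling between arrays. The submitters' processing notes name Agilent Feature Extraction 9.1, while the file headers name a later version. At Weeks 6 and 9 the deposited signals were rounded to 3 significant digits. The authors' table holds log2 values, which from the scanner files are the log2 signal minus the array's 75th percentile and minus the median of the LFC arrays of the same time. All 119 of its columns were used as an alternative. Of them 100 matched the scanner file of their own array best, 6 are named by group alone and matched that group, and 13 matched another array, all at Weeks 6 and 18. HF5 Week 6 array 3 and HF75 Week 6 array 1 each matched the other, and an alternative exchanged them. Gene names were those on the arrays, of which 20048 stood as symbols in the mouse reference GRCm38.p6.

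Groups were taken from the sample labels: diet, KAL-1 dose and time. Log2 of the processed signal was computed, spots of a probe were averaged and the 75th percentile of each array was subtracted. The probe with the highest mean over all arrays stood for its gene name. At a single time point a gene was tested if its probe was well above background on every array of at least 1 group, and in averages if it was so on at least as many LFC or HFC arrays as not. Weakly expressed genes are poorly seen, as 46.9% to 83.4% of an array's spots were well above background. Where a gene was well above background on no array of 1 group, its fold is given as at least N-fold, against the lowest value that was well above background on each of those arrays, or the gene's own value if higher. Of the genes past the threshold 4 at Day 1, 6 at Week 0 and 4 at Week 3 had only 1 usable value in a group. Saturated signals were kept as they are, and genes saturated on any array were counted after the results were seen. Counts are of gene names on the arrays.

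Counts of genes came from limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with statmod 1.5.0 and version 1.17.8 of data.table, two-sided, and adjusted p-values by Benjamini and Hochberg over all genes tested, with a threshold of 0.05. Time points were fitted 1 by 1 with the LFC and HFC arrays of that time. For the average over time the 11 differences of group means were the replicates, for late minus early the 6 late and 5 early ones, and for each KAL-1 dose the 6 weekly differences from HFC. In the weekly KAL-1 comparisons all 5 groups of a week were in the fit and the mean of the 3 doses was set against HFC. The slope of the KAL-1 effect on the diet effect was taken in each week across genes past the threshold in the average of the other 10 time points, with an exact sign-flip test over weeks. Errors are standard errors.

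The 33 gene lists were fixed before the data were examined, as were the comparisons, the filter, the rule for named genes and the other ways of processing (286 pairs of a result and a setting). They were cholesterol synthesis and uptake, fatty acid synthesis, fatty acid oxidation with PPAR alpha targets, lipid droplet with PPAR gamma targets, bile acids, xenobiotic metabolism, male-biased and female-biased liver genes, gluconeogenesis and insulin response, acute phase, interferon response, ER stress and amino acid response, antioxidant and NRF2 targets, cell division, circadian clock, immediate early and heat shock, glucocorticoid and metallothionein, oxidative phosphorylation, cytosolic ribosomal proteins, and hepatocyte secreted proteins. Markers covered Kupffer cells, stellate cells, endothelium, T, B and NK cells, neutrophils, bile duct, red blood cells, adipocytes, pancreas, skeletal muscle, and kidney and adrenal. GPI anchor synthesis, bile acids, red blood cell and complex I assembly were processes chosen by the study, with members drawn up here. Lists were tested with camera at a preset correlation of 0.01, adjusted over the 33 lists, and again with the correlation estimated from the data. The 4 processes were also placed among 10000 random lists of equal size by their median absolute log2 difference.

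Named genes are symbols only. In the average they were the 12 largest and 12 smallest past the threshold with the same sign at 9 or more of 11 times. At each time point they were the 2 highest and 2 lowest past the threshold with arrays that did not overlap, or else the 2 of smallest p. Late minus early took 5 each way, each dose average and HF75 against HF5 4 each way, and each KAL-1 week 1 each way, or else the 2 of smallest p. Each list gave the 3 members with the largest difference in the average and in any comparison where the list passed, and the genes of the study's paths were read at their time points. Members of the lists that passed at single time points, and genes of comparisons where few passed, are named as well, and were chosen after their values were seen.

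Alternatives were normexp background correction (offset 50), quantile normalization, the authors' values, no filter, 1 fit of all arrays, slide as a fixed or random block, replicate number as a block, array weights, the t-test of the study's methods, a 2-fold rule, and leaving out each array or time. Where counts of genes compared groups of at least 3, up to 100 other splits of the samples or signs were counted. The steps were tested on simulated data: of 66 genes given a 4-fold difference, 62 were found in the average, 25 at Week 3, and 0 at Day 1, Day 14, Week 6 and Week 12. No array was left out. Spots for controls were left out because they measure no mouse gene.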

Results

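Liver RNA of C57BL/6J mice was measured on Agilent arrays of 40628 probes for 29411 gene names, on 44 slides. Weaned mice ate a low-fat control diet (LFC, 10% of calories from fat) or a high-fat diet with increased sucrose (HFC, 60%). LFC and HFC livers were taken at 11 time points (Days 1, 6, 10 and 14, and Weeks 0, 3, 6, 9, 12, 15 and 18). The study counted weeks from day 14, so Day 14 and Week 0 stand for the same time on diet. At the last 6 time points further mice on the high-fat diet received the ethno-botanical formulation KAL-1 at 5, 20 or 75 µg (HF5, HF20 and HF75). Each of the 40 groups had 3 arrays, except LFC at Week 0 with 2. The series calls its samples biological replicates. At single times p-values measure the spread between them, and few arrays limit precision. Those of lists rest on genes, those across times on time points.

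Spots well above background made up 46.9% to 83.4% of each array (median 60.7%), and the 75th percentile of the signal ran from 94.35 to 1530 units. At Weeks 12 and 15, 18 of 30 arrays had a median correlation with all other arrays of the series below 0.9, against 1 of the 89 arrays of the other times. HFC Day 1 array 3 held little liver-cell RNA: hepatocyte secreted protein genes stood −9.33 log2 units from the other arrays of that day, while red blood cell genes stood 6.85 above. All 3 HFC Week 0 arrays carried Xist RNA and lacked signal of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. Of the other 116 arrays all had Ddx3y and Eif2s3y well above background, 113 Kdm5d, 78 Uty and 1 Xist. LFC and HFC arrays were scanned on different days at Day 1 and Week 15, so batch and diet cannot be told apart there. At Week 3 only 1 of 3 LFC arrays shared the HFC scan day, so a fit with scan day as a block rests on it. No slide held both diets at Day 14, Week 0 and Week 9, nor HFC and a dose at Weeks 6, 9 and 18. Slide cannot be told apart from diet or KAL-1 there.

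The first comparison asked which liver genes differed between the diets across the whole course, with the 11 time points as replicates. Scd1, the desaturase that makes monounsaturated fatty acids, was 16.8-fold lower on the high-fat diet (log2 −4.07 ± 0.28 SE, n = 11 time points, adjusted p = 1.14e-05), and was lower at 11 of 11 times. Its probe was saturated on 25 LFC arrays, so this fold is a lower limit, as is each value of Scd1 below except at Week 0, with 1 to 3 LFC arrays saturated. The phospholipases of the patatin family Pnpla5 and Pnpla3, both made by well-fed livers, were 7.91-fold (−2.98 ± 0.31, adjusted p = 0.00121) and 7.66-fold lower (−2.94 ± 0.52, adjusted p = 0.0472). Malic enzyme Me1, a source of NADPH for fatty acid synthesis, was 4.12-fold lower (−2.04 ± 0.27, adjusted p = 0.00976), the elongase Elovl6 3.5-fold (−1.81 ± 0.26, adjusted p = 0.0145) and the fatty acid-binding protein Fabp5 5.17-fold (−2.37 ± 0.36, adjusted p = 0.0172). Pcp4l1, a relative of the Purkinje cell protein Pcp4, was the only gene higher on the high-fat diet (2.43-fold, 1.28 ± 0.16, adjusted p = 0.0083, 11 of 11 times).

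Also lower in the average were Acpp, a phosphatase known from prostate (3.66-fold lower, −1.87 ± 0.28, adjusted p = 0.0165), Bhlha15, a transcription factor of secretory cells (3.69-fold, −1.88 ± 0.33, adjusted p = 0.047), and Gngt1, a transducin subunit (3.42-fold, −1.78 ± 0.28, adjusted p = 0.0183). The tissue kallikreins Klk1b4 (3.06-fold, −1.61 ± 0.22, adjusted p = 0.00976) and Klk1b3 (2.95-fold, −1.56 ± 0.22, adjusted p = 0.0134) were lower at 11 of 11 times. In all, 28 of 18317 genes passed (1 higher, 27 lower, 2207 at unadjusted p under 0.05), of which Me1 and Mod1 are array names of 1 gene, so 27 are distinct. The count was 16 without Day 1, 14 without Day 6, 12 without Week 0, 9 without Week 9, 18 without Week 15, and 17, 18 and 17 without replicate 1, 2 or 3. Without Day 1, Week 12 and Week 15 it was 11, and 7 without Week 0 as well. With replicate numbers as a paired block 493 genes passed, and within the slides that held both diets 1 did.

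Fatty acid synthesis genes were lower on the high-fat diet as a group. Of 20 genes tested 19 lay below 0, with a median log2 difference of −1.22. Scd1, Pnpla5, Pnpla3, Me1, Elovl6 and the pyruvate kinase Pklr fell when adjusted over all genes, which makes 6, and 15 passed when adjusted over the list alone (camera adjusted p = 3.04e-17). With an estimated correlation between genes the list did not pass (adjusted p = 0.139). Its median over all tested members was below 0 at 11 of 11 times (10 of 11 under quantile or normexp scaling), with a mean of −1.20 ± 0.23 (SE, n = 11), and was −1.17 without Day 1, Week 12 and Week 15. Hepatocyte secreted proteins had a mean of −0.41 over the same 11 times, with −3.40 at Day 1 and −0.90 to 0.34 at the others. Of the 24 probes of that list 18 were saturated on more LFC and HFC arrays than not, which can hide or shrink a fall.

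**Figure D1:**
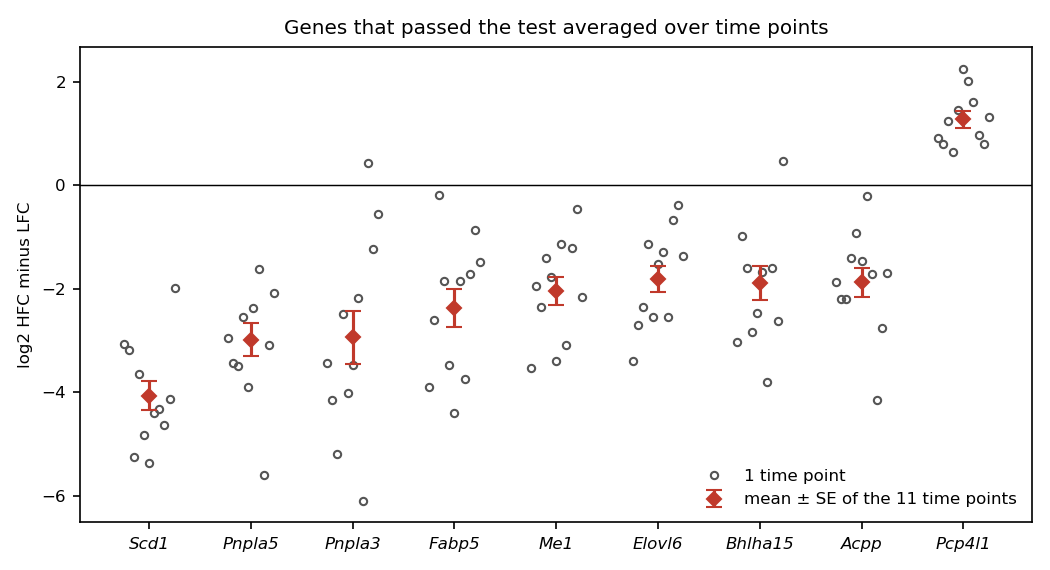
Log2 difference between HFC and LFC livers (vertical axis) for 9 genes past the threshold in the average. Open circles are the 11 time points and diamonds their mean with SE, lowest for Scd1 (−4.07) and above 0 at 11 of 11 times for Pcp4l1 (1.28).

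Other liver functions were lower as groups while no single member passed over all genes. The gluconeogenesis genes Igfbp1, a growth factor-binding protein induced by fasting (−1.95 ± 0.44, n = 11, adjusted p = 0.172, its size inexact with 20 of 32 LFC and 9 of 33 HFC arrays saturated), and G6pc, the enzyme that releases glucose (−1.72 ± 0.47, adjusted p = 0.254), did not pass, but 21 of 21 genes of the gluconeogenesis list lay below 0 (median −0.37, 0 past over all genes, 4 adjusted over the list alone). Acute phase genes, with Orm1 at −1.12 ± 0.32 (adjusted p = 0.283), had a median of −0.59 and 25 of 25 below 0. Hepatocyte secreted proteins such as Apoc3 (−0.71 ± 0.34) and Pon1 (−0.62 ± 0.36), both often saturated, had a median of −0.43 and 24 of 24 below 0. Camera gave adjusted p = 0.000283 for gluconeogenesis, 1.09e-06 for acute phase and 0.000283 for hepatocyte genes. None of these passed with an estimated correlation (adjusted p = 0.583, 0.583 and 0.659). Neither the acute phase nor the hepatocyte list had a member past over all genes or adjusted over the list alone. Without Day 1, Week 12 and Week 15 the hepatocyte median was 0 (adjusted p = 0.908) and that of acute phase −0.21 (adjusted p = 0.0345).

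Stress-responsive and protein-making genes were lower too. ER stress genes, with Trib3, a pseudokinase induced by starvation, at −1.10 ± 0.32 (n = 11, adjusted p = 0.296), had a median of −0.48 (0 past over all genes, 5 adjusted over the list alone, camera adjusted p = 0.000701, and adjusted p = 0.207 with an estimated correlation). Glucocorticoid-responsive genes such as Lpin1, a phosphatidate phosphatase (−1.08 ± 0.27, adjusted p = 0.212), had a median of −0.52 (0 over all, 3 adjusted over the list alone, camera adjusted p = 0.00123, and adjusted p = 0.425 with an estimated correlation). Immediate early genes, led by the growth arrest gene Gadd45g (−1.31 ± 0.25, adjusted p = 0.0824) and the phosphatase Dusp1 (−0.90 ± 0.22, adjusted p = 0.207), had a median of −0.39 (0 over all, 2 adjusted over the list alone, camera adjusted p = 0.000701, and adjusted p = 0.583 with an estimated correlation). Ribosomal protein genes, with Rpl10a at −0.57 ± 0.22, had a median of −0.30 and 42 of 43 below 0 (0 and 0 adjusted over the list alone, camera adjusted p = 3.46e-09, and adjusted p = 0.583 with an estimated correlation). Oxidative phosphorylation genes, with Ndufa2 at −0.43 ± 0.17, had a median of −0.22 (0 and 0, camera adjusted p = 0.000556, and adjusted p = 0.659 with an estimated correlation), and under quantile scaling 0.01 (adjusted p = 0.696).

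Shifts were also seen in 5 further lists, each with 0 members past over all genes and 0 adjusted over the list alone. Antioxidant genes had a median of −0.21, with Prdx4, a peroxiredoxin, at −0.62 ± 0.22 (n = 11, camera adjusted p = 0.0406, and adjusted p = 0.659 with an estimated correlation). Male-biased genes, with the P450 Cyp4a12a at −0.63 ± 0.33, had a median of −0.41 (camera adjusted p = 0.0107, and adjusted p = 0.659 with an estimated correlation). Bile acid genes, with the often saturated export pump Abcb11 at −0.84 ± 0.34 and Cyp7a1 at 1.44 ± 0.47 (adjusted p = 0.354), had a median of −0.44 (camera adjusted p = 0.0248, and adjusted p = 0.698 with an estimated correlation). Without Day 1, Week 12 and Week 15 the bile acid median was above 0 (0.09, adjusted p = 0.0345, and adjusted p = 0.243 with an estimated correlation), and without Week 0 as well that of male-biased genes was 0.03 (adjusted p = 0.819). Red blood cell genes such as Slc4a1, the anion exchanger (0.68 ± 0.29), had a median of 0.32 (camera adjusted p = 0.0275, and adjusted p = 0.65 with an estimated correlation). The bile acid and red blood cell lists were chosen by the study from these arrays and are not independent evidence. Skeletal muscle genes had a median of 0.48 (camera adjusted p = 0.00962, and adjusted p = 0.583 with an estimated correlation), and moved with muscle RNA on HFC Day 6 array 2 (median 4.46 above the other arrays) and HFC Day 10 arrays 2 and 3 (3.99 and 2.88). In all 14 of 33 lists passed, 10 without Day 1, and 0 with an estimated correlation.

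Cholesterol synthesis genes such as Fdps, the farnesyl diphosphate synthase (−0.91 ± 0.31, n = 11, adjusted p = 0.362), did not pass in the average (median −0.21, adjusted p = 0.0952), nor did lipid droplet genes (−0.32, 4 adjusted over the list alone, adjusted p = 0.0827) with the apolipoprotein Apoa4 at −1.29 ± 0.43. The fatty acid oxidation list, with the ω-hydroxylase Cyp4a14 at 0.66 ± 0.63, had a median of −0.12 (adjusted p = 0.774), xenobiotic metabolism genes −0.23 (0.158), female-biased genes −0.13 (0.543), cell division genes −0.06 (0.792), interferon-stimulated genes −0.01 (0.31) and circadian clock genes 0.30 (0.0873). Without Day 1, Week 12 and Week 15 the medians of fatty acid oxidation (0.26, adjusted p = 1.52e-06) and xenobiotic genes (0.11, 0.0043) lay above 0, so the direction of both depends on the times used. Without Week 0 as well so did those of cell division (0.36, 1.18e-05), Kupffer cell (0.27, 0.018) and T, B and NK cell genes (0.28, 0.0486). With an estimated correlation none of these 5 passed (adjusted p above 0.2 each). Among markers of other cells, adipocyte genes had a median of 0.42 (1 adjusted over the list alone, adjusted p = 0.0873), with adipsin Cfd at 1.42 ± 0.42. HFC Week 18 array 5 carried adipocyte RNA 4.08 above the other arrays. Stellate cell genes had a median of 0.10 (1 adjusted over the list alone, 0.134), bile duct −0.29 (0.157), Kupffer cell −0.26 (2 adjusted over the list alone, 0.22), kidney and adrenal 0.18 (0.333), endothelial −0.03 (0.396), neutrophil −0.31 (0.396), T, B and NK cell −0.20 (0.543) and pancreas genes 0.02 (0.774). GPI anchor genes (−0.11, adjusted p = 0.158) and complex I assembly genes (−0.16, 0.0952), both the study's own choice, did not pass. None of these lists had a member past over all genes. In the average, late minus early, HF5, HF20 and HF75 comparisons the list median, mean and test differed in sign in 2, 8, 2, 5 and 3 lists, 0 of them past the threshold.

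At Day 1, Pigc, which acts in the first step of GPI anchor synthesis, was 64.7-fold higher in HFC than LFC (6.02 ± 0.68 SE, n = 3 and 3, adjusted p = 0.026). Gpsm2, a spindle orientation protein, was at least 61-fold higher (6.33 ± 0.93, adjusted p = 0.0322), and no fold is given for Eif2s2 of initiation factor 2, because only 1 LFC array had a usable value and another of its probes had the opposite sign. Ribosomal Rpl13a was 5.29-fold higher (2.40 ± 0.31, adjusted p = 0.0238), and the kinase Eif2ak1 did not pass (2.83 ± 1.14, adjusted p = 0.373). Abhd1, a hydrolase, was 23.1-fold lower (−4.53 ± 0.56, adjusted p = 0.0233) and Cidea, a lipid droplet protein, 13.7-fold (−3.78 ± 0.48, adjusted p = 0.0238). Hepatocyte genes stood at −3.40, neutrophil genes at 3.62 and red blood cell genes at 2.09. These values include HFC array 3, where the 3 lists stood −9.33, 4.96 and 6.85 from the other arrays of that day. The other arrays ran from −0.24 to 0.41, −1.58 to 2.59 and −0.47 to 0.38. LFC array 1 carried pancreas RNA 9.09 above the other arrays. In all 505 genes passed (495 higher, 10 lower). That count was 0 without any single LFC array or HFC array 1 or 2, and 645 without HFC array 3. It was also 0 under normexp, quantile and replaced-background scaling.

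At Day 6, 5 of 20 fatty acid synthesis genes passed, all lower, and the list median was −1.99 against −2.40 at Day 1. The Day 1 value includes HFC array 3, where this list stood −4.68 from the other arrays of that day (−0.64 to 0.68). Pnpla3 was 17.7-fold lower (−4.15 ± 0.51, n = 3 and 3, adjusted p = 0.0379), and the acetyl-CoA carboxylases Acacb (−3.21 ± 0.40, adjusted p = 0.038) and Acaca (−2.04 ± 0.25, adjusted p = 0.0379) and the elongase Elovl6 (−2.70 ± 0.37, adjusted p = 0.0428) fell with it. The chaperone Dnajb8 was 22.5-fold lower (−4.49 ± 0.64, adjusted p = 0.0468). The RNA-binding protein Elavl2 (at least 4.04-fold, adjusted p = 0.022) and the transcription factor Zic1 (at least 6.4-fold, adjusted p = 0.0379), both known from neurons, were higher. In all 201 genes passed (134 higher, 67 lower). The count was 0 without LFC array 1, LFC array 2 or HFC array 3, 30 without HFC array 1, and 1604 without LFC array 3, and it was 0 within slides that held both diets, where LFC had 1 array, and 0 under normexp.

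At Day 10, 4 of 25 cholesterol and 5 of 20 fatty acid synthesis genes passed, all lower. Fdps (−2.05 ± 0.21, n = 3 and 3, adjusted p = 0.0191), Pmvk (−2.03 ± 0.22, adjusted p = 0.0209) and the decarboxylase Mvd (−1.85 ± 0.23, adjusted p = 0.0296) were lower, as were Scd1 (−5.25 ± 0.70, adjusted p = 0.0384) and the acyltransferase Gpam (−3.27 ± 0.36, adjusted p = 0.0216). The nicotinic receptor subunit Chrna4 was at least 136-fold lower (adjusted p = 0.0124) and the interferon-induced Ifi44l at least 27.7-fold (adjusted p = 0.0265). Plaat5, an acyltransferase of phospholipids (10.7-fold, 3.42 ± 0.49, adjusted p = 0.0487), the defensin Defb26 (10.2-fold, 3.36 ± 0.43, adjusted p = 0.0343) and the pantetheinase Vnn1 (2.46 ± 0.33, adjusted p = 0.0387) rose. In all 128 genes passed (50 higher, 78 lower). The count was 0 without LFC array 1 or any HFC array, 13 without LFC array 2 and 1802 without LFC array 3. It was 0 under normexp, and 1719 with slide as a block, where the diet effect rests on a slide with 1 LFC and 3 HFC arrays.

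Day 14 HFC livers had less Scd1 (12.6-fold lower, −3.65 ± 0.19, n = 3 and 3, adjusted p = 0.00685) and less RNA of 3 of 13 neutrophil genes, the chemokine receptor Il8rb (−2.94 ± 0.33, adjusted p = 0.0198) and the collagenases Mmp8 (−2.46 ± 0.29, adjusted p = 0.0226) and Mmp9 (−1.92 ± 0.28, adjusted p = 0.0377). Cyp2b10, a P450 induced through the receptor CAR (2.47 ± 0.37, adjusted p = 0.0393), and Decr1, a reductase of fatty acid oxidation (1.20 ± 0.18, adjusted p = 0.0377), were higher. The olfactory receptor Olfr1033 (at least 11.7-fold, adjusted p = 0.00992) and Hoxb9 (at least 8.33-fold, adjusted p = 0.0303) rose, and the protease Prss16 fell at least 3.73-fold (adjusted p = 0.0377). Phgdh, which starts serine synthesis, did not pass here (−2.92 ± 0.69, adjusted p = 0.11). In all 268 genes passed (211 higher, 57 lower). That number was 0 without HFC array 1, 1 without HFC array 2, 30 without HFC array 3, 174 without LFC array 3, 497 without LFC array 1, and 10 under normexp (128 with replaced backgrounds).

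Week 0, the second sampling of the same time on diet, compared 3 HFC with 2 LFC arrays. Xist, the RNA that silences an X chromosome, was at least 411-fold higher (10.91 ± 0.30, adjusted p = 0.000107), while the Y-linked Eif2s3y was at least 109-fold lower (adjusted p = 7.16e-05) and Ddx3y at least 98.9-fold (adjusted p = 7.16e-05). Scd1 (−4.83 ± 0.46, adjusted p = 0.00178), Pnpla5 (−3.89 ± 0.54, adjusted p = 0.00697) and Acss2, an acetyl-CoA synthetase (−2.28 ± 0.25, adjusted p = 0.00293), fell, and 10 of 19 fatty acid synthesis genes were lower and 1 higher. Phgdh (4.67-fold, −2.22 ± 0.19, adjusted p = 0.00134) and Psat1 (−2.97 ± 0.37, adjusted p = 0.0049), both of serine synthesis, were lower, as was the male-biased Hsd3b5 (−4.41 ± 1.02, adjusted p = 0.0326). The female-biased or CAR-responsive Cyp2b10 (3.28 ± 0.23, adjusted p = 0.00094), Cyp2b13 (3.12 ± 0.33, adjusted p = 0.00264) and Cyp2b9 (2.62 ± 0.22, adjusted p = 0.00123) were higher. Of 24 cell division genes 14 were lower, with Rrm2, a subunit of ribonucleotide reductase, at −3.44 ± 0.37 (adjusted p = 0.00293), and the LFC arrays stood 3.04 and 2.72 above the other arrays for this list. LFC array 2 also carried neutrophil RNA 2.89 above the other arrays.

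Further genes at Week 0 included the nuclear receptor Ppara, which drives fatty acid oxidation (1.80 ± 0.24, adjusted p = 0.00621), and the clock-controlled Tef (2.83 ± 0.61, adjusted p = 0.0266), both higher. No fold is given for Tlx2, which had a usable value on only 1 array of a group. Pfas of purine synthesis rose 3.52-fold (1.82 ± 0.25, adjusted p = 0.00736). In all 3418 genes passed (913 higher, 2505 lower), with 84 of 617 checkable genes having another probe of opposite sign. Sex-linked RNA and slide went with diet here, so their effects cannot be told apart. The count was 2229 without HFC array 1 and 1800 without HFC array 3. With replicate numbers as a paired block it was 1632. The median of all genes stood at −0.24, and under quantile scaling the split was 1023 higher and 1571 lower.

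Week 3 had the most genes past the threshold, but not under normexp, by the 2-fold rule or without LFC Week 12 array 6. Lcn2 of the acute phase was 78.1-fold higher (6.29 ± 0.30, n = 3 and 3, adjusted p = 0.00198). The acute phase proteins Saa3 (3.57 ± 0.29, adjusted p = 0.00301) and Lbp (2.98 ± 0.42, adjusted p = 0.00474), the interferon regulator Irf7 (3.18 ± 0.25, adjusted p = 0.00301) and the metallothionein Mt2 (3.03 ± 0.26, adjusted p = 0.00301, saturated on 2 HFC arrays) were also higher. Fthl17e, a ferritin-like protein, rose 57.5-fold (5.85 ± 0.42, adjusted p = 0.00297), and Usp2, a clock-controlled protease, by 3.95 ± 0.25 (adjusted p = 0.00259). The bicarbonate transporter Slc4a7 (122-fold, −6.93 ± 0.40, adjusted p = 0.00259), Ppp1r3g, a glycogen-targeting subunit (77.7-fold, −6.28 ± 0.90, adjusted p = 0.0049), and the neurotrophin receptor Ntrk2 (at least 25.6-fold, adjusted p = 0.00198) fell. Another probe of Slc4a7 had the opposite sign. The scavenger receptor Cd163 of Kupffer cells fell (−4.87 ± 0.21, adjusted p = 0.00198) while Marco, another macrophage receptor, rose (2.47 ± 0.22, adjusted p = 0.00305). Scd1 (−5.36 ± 0.42, adjusted p = 0.00301) and Me1 (−3.40 ± 0.23, adjusted p = 0.00279) were low again, but the fatty acid synthesis list was split (7 of 19 lower, 3 higher, median −0.02).

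Among lists at Week 3, 14 of 25 acute phase and 11 of 20 interferon-stimulated genes were higher (0 and 1 lower), and 25 of 43 ribosomal protein, 14 of 28 oxidative phosphorylation and 8 of 15 complex I assembly genes were lower, the last list being the study's choice. Uqcrb, a subunit of complex III, was at −2.30 ± 0.30 (n = 3 and 3, adjusted p = 0.00543) and Rps24 at −2.01 ± 0.23 (adjusted p = 0.00374, saturated on 2 LFC arrays). The study's path genes Defb1 (7.81-fold lower, −2.97 ± 0.22, adjusted p = 0.00297) and Rpl39 (3-fold lower, −1.58 ± 0.21, adjusted p = 0.00436) fell. Glul (2.3-fold higher, 1.20 ± 0.20, adjusted p = 0.00686), Ltf (2.15 ± 0.65, adjusted p = 0.0415) and Shank3 (at least 2.74-fold, adjusted p = 0.0383) rose, but under normexp Ltf (−0.13, adjusted p = 0.916) and Shank3 (−0.57, adjusted p = 0.704) had the opposite sign. In all 6931 of 17408 genes passed (2630 higher, 4301 lower), and 529 of 2410 checkable genes had another probe of opposite sign. The count was 3653 and 3539 without LFC array 2 or 3, and 3944 and 8642 without HFC array 1 or 3. With scan day as a block 3603 genes passed, and under normexp 1 (6453 with replaced backgrounds). The median of all genes stood at −0.12, and under quantile scaling the split was 2962 higher and 3033 lower.

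**Figure D2:**
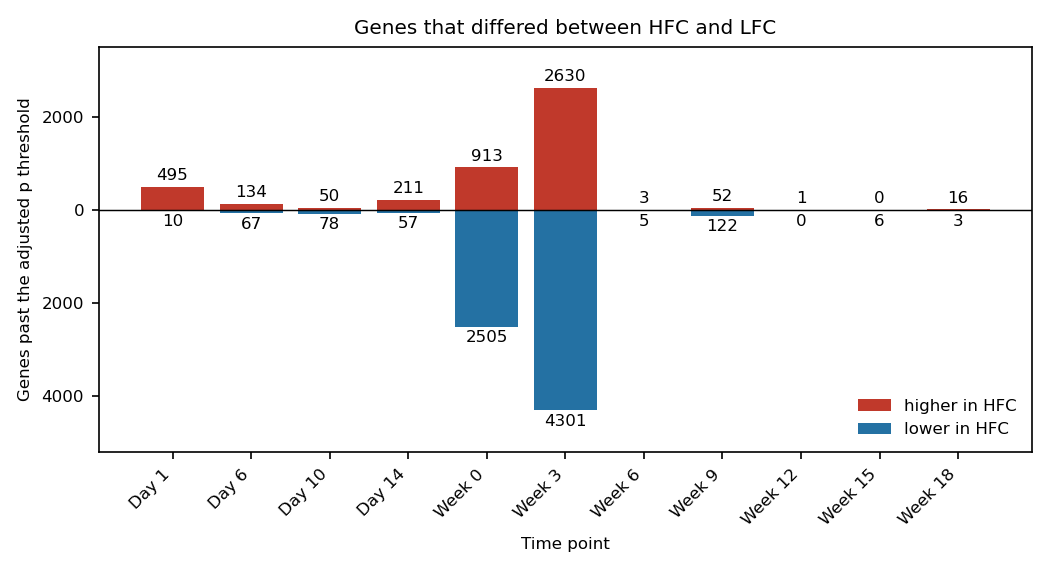
Number of genes higher (bars upwards) and lower (bars downwards) in HFC than LFC at an adjusted p under 0.05 at each of the 11 time points. Week 3 (2630 and 4301) and Week 0 (913 and 2505) have the longest bars, and Week 12 has 1 gene.

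At Week 6 Cyp2b9, a female-biased P450, was 29.9-fold higher (4.90 ± 0.54, n = 3 and 3, adjusted p = 0.0481) and Socs2, a brake on growth hormone signalling, 15.8-fold (3.98 ± 0.42, adjusted p = 0.0481). The cell cycle inhibitor Cdkn1a was 43.3-fold lower (−5.44 ± 0.40, adjusted p = 0.0206), the neutrophil attractant Cxcl1 40-fold (−5.32 ± 0.51, adjusted p = 0.0301), and the phosphatase Dusp8 (−4.24 ± 0.41, adjusted p = 0.0301), Scd1 (−4.41 ± 0.48, adjusted p = 0.0481) and the tubulin Tubb1 (−3.69 ± 0.35, adjusted p = 0.0301) fell. Dusp8, Scd1 and Tubb1 were named after their values were seen. Hspb1 (−1.98 ± 0.50, adjusted p = 0.305) and Lbp (−1.75 ± 0.56, adjusted p = 0.471) did not pass. In all 8 genes passed (3 higher, 5 lower, 1141 at unadjusted p under 0.05). The count was 0 without any single array other than HFC array 3 and 18 without that array, and 0 within slides that held both diets, where LFC had 1 array.

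Week 9 HFC livers had less of the fat-making genes again, with Pnpla3 68.4-fold (−6.10 ± 0.45, n = 3 and 3, adjusted p = 0.00838) and Pnpla5 48.9-fold lower (−5.61 ± 0.56, adjusted p = 0.0174), and Scd1 at −4.32 ± 0.28 (adjusted p = 0.00541). G6pc of glucose release fell (−3.84 ± 0.30, adjusted p = 0.00925), as did the matrix protease Mmp9 (−2.48 ± 0.34, adjusted p = 0.0363) and Fosb (−1.88 ± 0.28, adjusted p = 0.0453), whereas Fos did not pass (−5.15 ± 0.98, adjusted p = 0.0688). Renin probes Ren1 (at least 7.81-fold, adjusted p = 0.0254) and Ren2 (at least 6.12-fold, adjusted p = 0.0139), maybe of 1 gene, rose. In all 174 genes passed (52 higher, 122 lower), and 9 of 20 fatty acid synthesis genes were lower. The count was 34 without LFC array 2, 85 without HFC array 1, 17 without HFC array 2, 9 without HFC array 3, 448 without LFC array 3 and 1125 without LFC array 1. With replicate numbers as a paired block it was 17, and under normexp 6474 genes passed, most of them higher (4437 higher, 2037 lower), or 341 with replaced backgrounds.

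At Week 12 only the predicted gene LOC632209 was higher in HFC (7.29 ± 0.48, n = 3 and 3, adjusted p = 0.0434), named after its value was seen. The protease inhibitor Spink1 (−5.62 ± 0.44, adjusted p = 0.064) and Steap1, a metalloreductase (4.40 ± 0.40, adjusted p = 0.109), did not pass. The transporters Slc4a10 (5.10 ± 1.82) and Slc4a3 (5.46 ± 1.93) and the phosphatase Dusp26 (7.33 ± 2.73) had large differences that also did not pass (adjusted p = 0.151 each). LFC array 4 carried neutrophil RNA 3.87 above the other arrays and T, B and NK cell RNA 2.16 above. Its label is in doubt, as it correlated better with LFC arrays of Week 0 (mean r 0.96) and Week 3 (0.953) than with its own group (0.907), though LFC arrays 5 and 6 were also closest to other groups. At this time 5912 genes had an unadjusted p under 0.05, and the median SD between arrays was 0.97 in LFC (0.63 without array 4) against 0.17 in HFC. The count of 1 was 0 without LFC array 5 or any HFC array, 9193 without LFC array 6, 0 within slides that held both diets, and 0 under normexp.

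Week 15 HFC livers had less Kdelr3, a retention receptor of the ER (at least 33-fold, −5.73 ± 0.38, n = 3 and 3, adjusted p = 0.022), less Pik3c2g, a liver-rich lipid kinase (21.1-fold, −4.40 ± 0.33, adjusted p = 0.0222), and less Scd1 (−4.13 ± 0.40, adjusted p = 0.0456). The phosphate transporter Slc17a1 (−2.35 ± 0.21, adjusted p = 0.0406), the kinase Srms (−3 ± 0.28, adjusted p = 0.0406) and the olfactory receptor Olfr1383 (−2.98 ± 0.26, adjusted p = 0.0406) made up the other 3 of 6 genes, all lower (5532 at unadjusted p under 0.05), and these 3 were named after their values were seen. The chemokine Cxcl13 (−3.03 ± 0.48, adjusted p = 0.0873) and Apoa4 (−1.67 ± 0.43, adjusted p = 0.0899) did not pass. The count was 0 without any single LFC array, 11 without HFC array 4 and 2453 without HFC array 6, and 19 under normexp (15 with replaced backgrounds), 1 under quantile scaling and 0 without the filter.

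At Week 18 cholesterol synthesis was higher on the high-fat diet, the opposite of Day 10. Mvd (3.44 ± 0.22, n = 3 and 3, adjusted p = 0.0149), the synthase Hmgcs1 (2.85 ± 0.25, adjusted p = 0.0244), Mvk (2.49 ± 0.18, adjusted p = 0.0149) and Cyp51, the lanosterol demethylase (2.54 ± 0.26, adjusted p = 0.044), rose, and 8 of 25 genes of the list were higher. Akr1c18, which inactivates progesterone, was at least 54.2-fold higher (adjusted p = 0.0149) and Cyp4a14 16.6-fold (4.05 ± 0.37, adjusted p = 0.0285). The leptin receptor Lepr (6.5-fold, −2.70 ± 0.20, adjusted p = 0.0149) and Plcxd1 (at least 1.68-fold, adjusted p = 0.037) fell. In all 19 genes passed (16 higher, 3 lower, 2334 at unadjusted p under 0.05). The count was 4 without LFC array 5, 0 without LFC array 6, 35 without LFC array 10, 0 without HFC array 1, 1 without HFC array 5, 0 within slides that held both diets, and 0 under normexp.

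The next comparison asked whether the diet effect differed between Weeks 3 to 18 and Day 1 to Week 0. Mvd (2.33 ± 0.61, n = 6 and 5 time points), the squalene epoxidase Sqle (2.09 ± 0.61) and the lanosterol synthase Lss (2.00 ± 0.44) had the largest late minus early values of the cholesterol genes. No gene passed (0, with 976 at unadjusted p under 0.05 and a smallest limma adjusted p of 0.879), among them Apol10b (−2.10 ± 0.35) and the elongase Elovl3 (−3.68 ± 0.71). The cholesterol list had a median of 1.38 with 24 of 25 genes above 0 (0 over all genes, 13 adjusted over the list alone, camera adjusted p = 6.4e-18, and adjusted p = 0.497 with an estimated correlation). Its early medians averaged −0.89 ± 0.33 (4 of 5 below 0) and its late ones 0.20 ± 0.28 (3 of 6 below 0). Fatty acid synthesis moved from −1.77 ± 0.26 to −0.73 ± 0.23, with a median difference of 0.52 (0 over all, 2 adjusted over the list alone, camera adjusted p = 1.36e-07, and adjusted p = 0.497 with an estimated correlation). Aacs, an acetoacetyl-CoA synthetase, stood at 1.78 ± 0.35 (adjusted p = 0.879). Without Day 1, Week 12 and Week 15 the medians were 1.18 and 0.66.

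**Figure D3:**
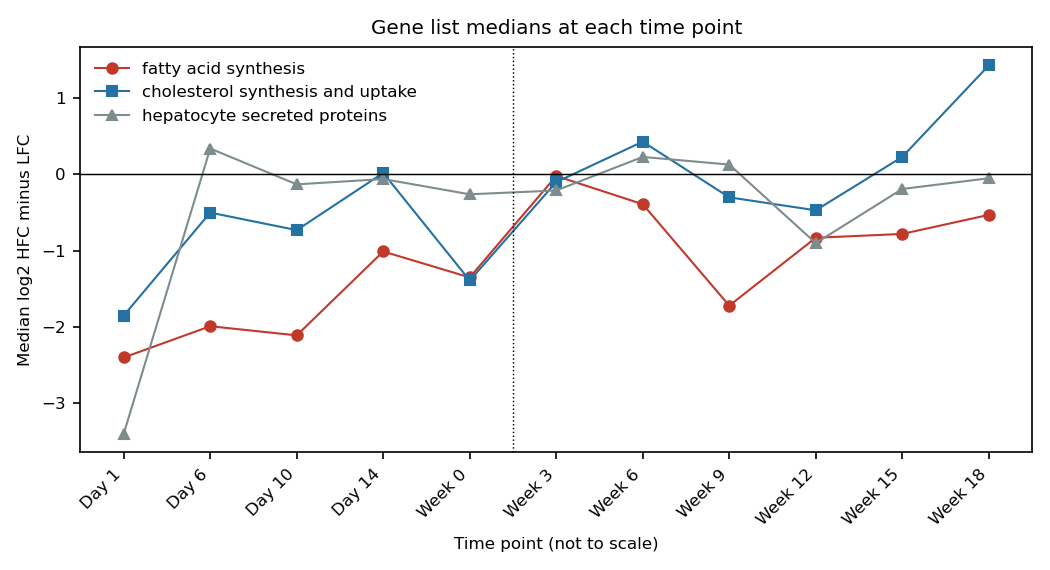
Median log2 difference HFC minus LFC (vertical axis) of 3 gene lists at the 11 time points, evenly spaced and not to scale, with a dotted line between Week 0 and Week 3. Cholesterol genes run from −1.85 at Day 1 to 1.43 at Week 18, while fatty acid synthesis genes lie below 0 throughout (10 of 11 times under quantile or normexp scaling). The Day 1 values include HFC array 3, where cholesterol genes stood −4.12 from the other arrays of that day (−0.79 to 0.32).

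In 7 other lists the diet effect differed between late and early times, each with 0 members past over all genes and 0 adjusted over the list alone. Immediate early genes, with Junb at −1.22 ± 0.41 (n = 6 and 5), were lower late (median −0.59, camera adjusted p = 0.00424, and adjusted p = 0.992 with an estimated correlation), as were neutrophil genes such as Camp, an antimicrobial peptide (−2.49 ± 1.31), with −1.39 (0.00784, and adjusted p = 0.993 with an estimated correlation). Fatty acid oxidation genes, with Cpt1a at −1.12 ± 0.45, had −0.40 (adjusted p = 0.0343, and adjusted p = 0.993 with an estimated correlation) and interferon-stimulated genes, with Ifit1 at −1.05 ± 0.31, had −0.30 (adjusted p = 0.0468, and adjusted p = 0.993 with an estimated correlation). Hepatocyte secreted proteins had 0.46 (adjusted p = 0.0193, and adjusted p = 0.993 with an estimated correlation), but −0.11 in the 2 members never saturated. Red blood cell genes, a list of the study's choice and so not independent evidence, had −0.73 (adjusted p = 0.0343, and adjusted p = 0.992 with an estimated correlation) and skeletal muscle genes −0.59 (adjusted p = 0.0372, and adjusted p = 0.992 with an estimated correlation). Leaving out HFC Day 1 array 3 brought the hepatocyte median to −0.05 (adjusted p = 0.282), and without Day 1, Week 12 and Week 15 the neutrophil median was 0.19 (adjusted p = 0.835). Interferon genes stood at 0.14 without Weeks 12 and 15, and skeletal muscle genes at 0.18 under normexp. In all 9 lists passed, 2 without Week 9.

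KAL-1 was compared with the high-fat diet alone, with the 6 weeks as replicates. Under 5 µg, Lcn2 of the acute phase stood 5.05-fold higher (2.34 ± 0.50, n = 6 weeks, 6 of 6), next to Orm3 (1.78 ± 0.50) and Saa3 (1.35 ± 0.37, often saturated), none past the threshold (adjusted p = 0.875 each). Acute phase genes were higher as a list (median 0.70, 0 over all genes, 4 adjusted over the list alone, camera adjusted p = 8.45e-10, and adjusted p = 0.687 with an estimated correlation), and so were neutrophil genes (0.87, 0 over all, 5 adjusted over the list alone, 1.51e-09, and adjusted p = 0.687 with an estimated correlation) such as Retnlg (1.47 ± 0.41). Fatty acid oxidation genes were higher with 25 of 25 above 0 (median 0.28, camera adjusted p = 3.57e-05, and adjusted p = 0.687 with an estimated correlation), as were antioxidant genes with Gclc at 0.63 ± 0.20 (0.26, 3.35e-05, and adjusted p = 0.687 with an estimated correlation). Kupffer cell (0.34, 0.00264, and adjusted p = 0.741 with an estimated correlation), bile duct (0.53, 0.0115, and adjusted p = 0.687 with an estimated correlation), gluconeogenesis (0.16, 0.0479, and adjusted p = 0.741 with an estimated correlation) and bile acid genes (0.30, 0.0293, and adjusted p = 0.741 with an estimated correlation) passed as well, the last being the study's choice and not independent evidence. Each of these 6 had 0 members past, over all genes or adjusted over the list alone. Prelid2 (1.80 ± 0.28) and Tmem255a (−1.38 ± 0.21) had the smallest p, and no gene passed (0, with 734 at unadjusted p under 0.05, limma). In all 8 lists passed, 13 without Week 15 and 14 without Weeks 12 and 15, where the bile acid median was 0.01, and the bile duct median was −0.35 under normexp. Kupffer cell RNA stood 1.76 above the other arrays on HF5 Week 12 array 2.

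Under 20 µg the acute phase genes Orm3 (3.74-fold, 1.90 ± 0.29, n = 6 weeks, adjusted p = 0.262) and Apcs, serum amyloid P (2.87-fold, 1.52 ± 0.26, adjusted p = 0.325), stood higher at 6 of 6 weeks without passing, next to the neutrophil gene S100a8 (1.64 ± 0.36, adjusted p = 0.504). As lists, acute phase (median 0.71, 7 adjusted over the list alone, camera adjusted p = 1.39e-08), neutrophil (1.44, 7 adjusted over the list alone, 2.97e-08), Kupffer cell (0.52, 6.98e-05), T, B and NK cell (0.57, 0.000751) and interferon-stimulated genes (0.33, 0.000448) were higher. Fatty acid oxidation genes (0.32, 6.98e-05), with the ω-hydroxylase Cyp4a10 at 1.21 ± 0.37, antioxidant (0.21, 0.0195), ribosomal protein (0.13, 0.0195), cholesterol (0.28, 0.023) and the study-chosen bile acid genes (0.31, 0.0195, not independent evidence) were also higher. Circadian clock (−0.46, 0.000807), adipocyte (−0.71, 2 adjusted over the list alone, 0.0195) and kidney and adrenal genes (−0.45, 0.0195) were lower, with Cidea at −1.47 ± 0.45 (adjusted p = 0.519). Each of these lists had 0 members past over all genes, and where no count is given 0 adjusted over the list alone. None of the 13 passed with an estimated correlation (adjusted p = 0.76 each). No gene passed (0, with 1430 at unadjusted p under 0.05, limma), while 60 did with replicate numbers as a paired block. HF20 Week 6 array 3 and Week 18 array 6 carried neutrophil RNA 3.19 and 3.02 above the other arrays, and Week 12 array 3 Kupffer cell RNA 2.01 and T, B and NK cell RNA 2.27 above. Without Weeks 12 and 15 the neutrophil median was 1.21, that of Kupffer cells 0.18 and that of bile acids −0.07.

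Under 75 µg markers of Kupffer cells were higher, with Folr2, a folate receptor (1.98-fold, 0.98 ± 0.19, n = 6 weeks, 6 of 6), Cd5l (0.80 ± 0.25) and Gpnmb (1.05 ± 0.26), and the mitotic cyclin Ccnb1 stood 2.15-fold higher (1.11 ± 0.19, 6 of 6), none past the threshold (adjusted p = 0.993 each). The Kupffer cell list had 21 of 21 members above 0 (median 0.60, 0 over all genes, 2 adjusted over the list alone, camera adjusted p = 2.08e-13, and adjusted p = 0.433 with an estimated correlation), and cell division genes 19 of 21 (0.43, 0 over all, 2 adjusted over the list alone, 2.47e-08, and adjusted p = 0.433 with an estimated correlation). Bile duct genes (median 0.32, camera adjusted p = 0.000554, 1 adjusted over the list alone) with Spp1 at 0.56 ± 0.13, and neutrophil (0.50, 0.00169), endothelial (0.23, 0.00171), T, B and NK cell (0.41, 0.00298), stellate (0.21, 0.0253) and skeletal muscle genes (0.61, 0.0268) were higher. With an estimated correlation these 6 had adjusted p = 0.433, 0.521, 0.506, 0.547, 0.506 and 0.521. Interferon (0.24, 0.000532), antioxidant (0.20, 0.000532), hepatocyte (0.12, 0.00532, with 15 of 24 probes mostly saturated), fatty acid oxidation (0.11, 0.00786) and acute phase genes (0.18, 0.0138) were higher, with adjusted p = 0.506, 0.469, 0.564, 0.506 and 0.547 with an estimated correlation. Circadian clock (−0.21, 0.00298), adipocyte (−0.18, 0.0288) and kidney and adrenal genes (−0.29, 0.0357) were lower, with adjusted p = 0.506, 0.433 and 0.498 with an estimated correlation. Lists without a count had 0 members past over all genes and 0 adjusted over the list alone. No gene passed (0, with 694 at unadjusted p under 0.05, limma), Apoa4 (1.81-fold, 0.86 ± 0.14, 6 of 6) and Dnah1 (1.14 ± 0.18) having small p. Muscle RNA stood 8.32 above the other arrays on HF75 Week 3 array 3, T, B and NK cell RNA 2.51 and Kupffer cell RNA 1.25 above on Week 15 array 1, and Kupffer cell RNA 1.72 above on Week 6 array 3. Of 16 lists 10 passed without Week 15 and 9 without Weeks 12 and 15, where the Kupffer cell median was 0.48 and that of T, B and NK cells −0.16.

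**Figure D4:**
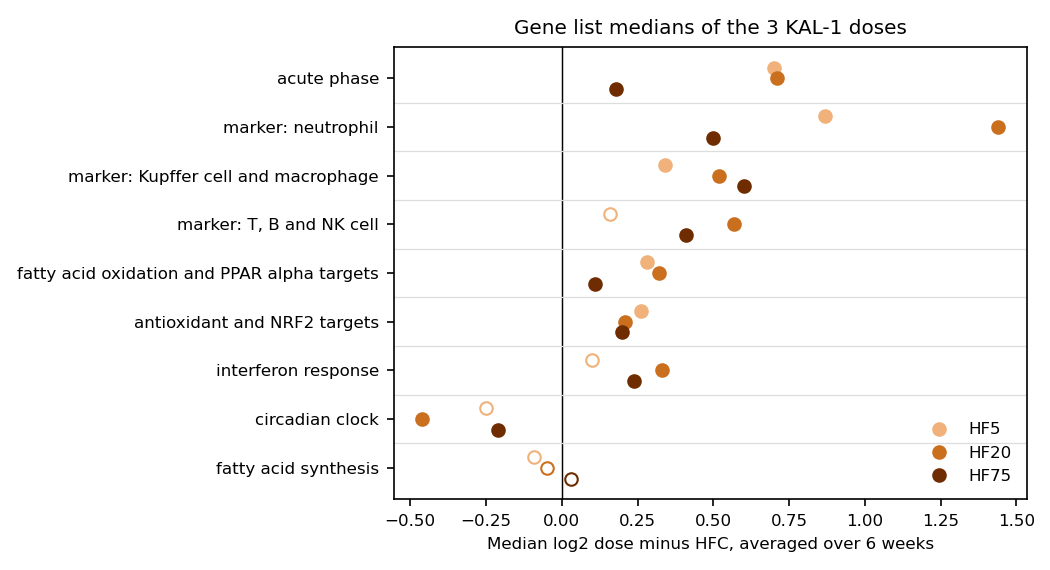
Median log2 difference between each KAL-1 dose and HFC, averaged over 6 weeks (horizontal axis), for 9 gene lists. Each point is a dose, and open circles have a camera adjusted p at or above 0.05. Neutrophil genes stand at 0.87, 1.44 and 0.50 under 5, 20 and 75 µg.

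HF75 was set against HF5 directly. The protease inhibitor Spink6 (3.98-fold, −1.99 ± 0.32, n = 6 weeks) and the xenobiotic receptor Nr1i2 (2.07-fold, −1.05 ± 0.21) stood lower under the higher dose without passing (adjusted p = 0.999 each). No gene passed (0, with 603 at unadjusted p under 0.05, limma), which does not show that the doses act alike, and the doses share their HFC arrays. Genes of the diet effect, 9 to 26 per week, showed no shift under KAL-1 that passed a test. The slope of the KAL-1 effect on the diet effect averaged 0.078 (SD 0.2, n = 6 weeks) under 5 µg, −0.069 (SD 0.175) under 20 µg and −0.014 (SD 0.157) under 75 µg. Exact sign-flip tests gave p = 0.375, 0.406 and 0.844, where the smallest p possible was 0.03125. The authors' columns for HF5 Week 6 array 3 and HF75 Week 6 array 1 each matched the scanner file of the other, so these 2 labels are in doubt. With the 2 arrays exchanged 0 genes passed under 5 µg, under 75 µg and between them (792, 703 and 580 at unadjusted p under 0.05). The slopes were then 0.098 and −0.034. The lists past the threshold were 10 under 5 µg and 18 under 75 µg, where fatty acid oxidation and adipocyte genes no longer passed.

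Week by week, the mean of the 3 doses was set against HFC (n = 9 and 3 arrays), and 907, 572 and 1563 genes passed at Weeks 3, 9 and 18, the last 2 with slide not separable from KAL-1. At Week 3 Abhd1 was 7.86-fold higher (2.97 ± 0.24, adjusted p = 0.000169) and the stomach hormone ghrelin, Ghrl, 13.2-fold lower (−3.73 ± 0.76, adjusted p = 0.0198), among 907 genes (321 higher, 586 lower), with 7 of 18 clock genes lower and 2 higher. That count was 125, 58 and 3350 without HFC array 1, 2 or 3. It was 464 and 2561 without HF20 array 1 or 3, and 471, 421 and 412 without HF5 array 1, 2 or 3. At Week 9 the sorting receptor Sorl1 was 5.38-fold higher (2.43 ± 0.59, adjusted p = 0.0459) and the neuropeptide Qrfp at least 3.06-fold lower (adjusted p = 0.0194) among 572 genes (302 higher, 270 lower), with 5 of 20 Kupffer cell genes higher. The Week 9 count was 140, 11 and 193 without HFC array 1, 2 or 3, 218, 195 and 226 without HF20 array 1, 2 or 3, 2086 and 326 without HF5 array 1 or 2, and 185 and 316 without HF75 array 1 or 2.

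At Week 18 the metallothionein Mt1 was 5.7-fold higher (2.51 ± 0.47, n = 9 and 3, adjusted p = 0.0101, saturated on 5 dose arrays) and Trim66 at least 1.94-fold lower (adjusted p = 0.00027) among 1563 genes (978 higher, 585 lower). Of these 501, all higher, were saturated on at least 1 array, and of the other 1062 genes 477 were higher and 585 lower. The 75th percentile was 819 to 984.9 units on the HFC arrays and 483.3 to 685.1 on the dose arrays, a difference of 0.67 log2 by which a saturated probe rises from scaling alone. Hepatocyte secreted proteins, with 20 of 24 past, had 0 past among members never saturated, acute phase genes 1 (9 of 25 in all) and ribosomal protein genes 8 (24 of 43), so no rise of the first 2 lists is claimed. The Week 18 count was 729, 952 and 160 without HFC array 1, 2 or 5, the last with adipocyte RNA. At Week 6 the predicted gene LOC100039927, named after its value was seen, was lower (−2.62 ± 0.33, adjusted p = 0.0263, the 1 gene past the threshold, 497 at unadjusted p under 0.05), Vnn1 (2.42 ± 0.47) and Cyp2b9 (−2.01 ± 0.40) not passing (adjusted p = 0.491 each). The Week 6 count ran from 0 to 2 as single arrays were left out, 2 without HF5 array 1, and was 0 under normexp or quantile scaling, with the authors' values, without the filter, and with the 2 doubtful arrays exchanged. At Week 12 Krtap10-10 (2.50 ± 0.45, adjusted p = 0.893) and Il1f8 (2.03 ± 0.43, adjusted p = 0.924) had the smallest p among genes with symbols, and 0 genes passed (539 at unadjusted p under 0.05, limma, smallest adjusted p = 0.276). At Week 15 Asb4 (2.06 ± 0.27, adjusted p = 0.118) and Srms (2.37 ± 0.38, adjusted p = 0.3) did not pass either (0, 1809 at unadjusted p under 0.05, limma), and 1 or 2 genes did without HFC array 6 or HF75 array 1.

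The processes the study named at single times were compared with random lists of genes, and genes of its gene paths were read at the times it gave. Members of the 4 lists were drawn up here for the kind of process and are not the study's own gene sets, so the percentiles speak of these lists alone. GPI anchor genes at Day 1 had a median absolute log2 of 0.27, at percentile 4.2 of 10000 random lists of the same size and similar signal, although Pigc among them was high. Bile acid genes at Week 6 (0.25) stood at percentile 34.5, red blood cell genes at Week 9 (0.25) at 69 and complex I assembly genes at Week 18 (0.14) at 35.5. Under other settings these percentiles ran from 2.4 to 34.5 (GPI anchor), 30.7 to 72.5 (bile acids), 1.6 to 69.8 (red blood cell) and 30.3 to 48.6 (complex I assembly), so little rests on them. Of the path genes Pigv of the GPI anchor at Day 6 was level (1.03-fold, 0.04 ± 0.18, n = 3 and 3, adjusted p = 0.928), as were Dcp1a (0.21 ± 0.13, adjusted p = 0.437), Parn (−0.03 ± 0.13), Rpl31 (0.05 ± 0.20) and Rps15a (−0.06 ± 0.18). At Day 10 Nlrc3 (0.99 ± 0.20, adjusted p = 0.0979) and Alg5 (−1.16 ± 0.67, adjusted p = 0.432) did not pass, nor at Day 14 Card9 (−3 ± 0.86, adjusted p = 0.157), nor Ubd at Week 18 (1.46 ± 0.42, adjusted p = 0.251). Day 14 and Week 0, the same time on diet, correlated with r = 0.097 over all genes, while the other 54 pairs of time points ran from −0.18 to 0.604 (Weeks 12 and 15). That r was 0.02 without LFC Week 0 array 2, 0.163 without array 1, 0.153 under normexp (0.169 with replaced backgrounds) and 0.75 over genes past the threshold in the other 9 time points. The HFC Week 0 arrays are those with Xist RNA.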

Values the study reported

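The study described an array of 40628 probes for 29411 gene symbols, and its final matrix held 19303 genes perturbed at 1 or more times. It gave changes of about 32 fold for Pigc and of more than 5 fold for Eif2ak1 and Rpl13a on Day 1. For Pigv on Day 6 it gave about 4 fold. On Day 77 it gave Fos at more than 25 fold and Chi3l1 at more than 6 fold.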

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

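All tests of the 3 patterns weighed here were chosen only after the results were seen, except that of slide and scan day, and the counts of other splits were planned. The difference between late and early diet effects passed in 9 lists: cholesterol synthesis (median 1.38), fatty acid synthesis (0.52), hepatocyte secreted proteins (0.46), fatty acid oxidation (−0.4), interferon (−0.3), immediate early (−0.59), neutrophil (−1.39), red blood cell (−0.73) and skeletal muscle genes (−0.59). None passed with an estimated correlation between genes (adjusted p from 0.497 to 0.993).

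On HFC Day 1 array 3 hepatocyte secreted protein genes lay −9.33 log2 units from the other 5 arrays of that day, with Ttr at −7.12 against 4.48, while red blood cell (6.85), neutrophil (4.96), lymphocyte (3.53) and pancreas genes (4.86) lay above. Weak hybridization is argued against by 83.7% of probes well above background, more than on the other 5 arrays. A swap with an LFC array of that day is argued against by correlations of at most 0.867 with those arrays, which correlated with each other at 0.96 or more. RNA of another tissue on this array, or an array labelled wrongly from outside the series, may account for it and stays open. No biological explanation was tested, since the design gives none.

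The 3 HFC Week 0 arrays had Xist at 3.70 to 4.00 against −9.19 to −4.50 on the other 116 arrays. RNA of both sexes mixed on these arrays is argued against by 0 of 12 measurements of Ddx3y, Eif2s3y, Kdm5d and Uty well above background. The 0 other arrays with this profile do not decide on exchange with another group, because a full exchange would leave none. A fault of a single probe is argued against by 8 of 9 probes that moved in the same sense. Female mice in this group, a full exchange of labels with another group, or arrays from outside the series may account for the profile. These cannot be separated here. The labels give no sex, and no biological explanation was tested.

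Fatty acid synthesis genes were lower on the high-fat diet over the 11 times. Scaling of the arrays is argued against by a mean median of −0.92 at the highest under other scalings, and slides and scan days by medians below 0 in 6 of 6 time points with slides of both diets (−1.89 to −0.13), though LFC had only 1 or 2 arrays on these. Fewer hepatocytes may add to the fall and stay open. The difference to hepatocyte secreted proteins was −0.79 ± 0.30 (SE, n = 11, exact sign-flip p = 0.0293, below 0 at 8 of 11 times). It was −0.97 ± 0.27 without Day 1. The hepatocyte −0.41 includes −3.40 at Day 1. These values decide nothing, as 18 of 24 hepatocyte probes were saturated on most of the 65 arrays. The 2 never saturated gave −0.68 ± 0.34 (below 0 at 7 of 11 times). The test's bound was changed after the medians were seen, and saturation weighed later still. Neither a biological explanation nor time since feeding was tested.

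Chance can be excluded for the average, where 1 of 100 sign patterns gave as many as 28 genes, the real one (highest other 0). The same holds for KAL-1 at Week 9 (572 genes, 1 of 100 splits, highest other 46) and Week 18 (1563, 1 of 100, 203), but slide cannot be excluded. Of the 1563 genes 501 were saturated on an array. Chance cannot be excluded for KAL-1 at Week 6 (1 gene, 14 of 100, 3752), nor firmly at Week 3 (907, 3 of 100, 2302). Where the real count was 0 every split is at least as large and the splits decide nothing, a reading settled after the counts were seen: KAL-1 at Week 12 (100 of 100, highest other 27) and Week 15 (100 of 100, 9619), late minus early (100 of 100, 0), the dose averages (32 of 32, 0 for each dose) and HF75 against HF5 (32 of 32, 134). For diet at single times 10 splits are too few for a share under 0.05. The real counts and the highest others were 505 and 0 at Day 1, 201 and 1 at Day 6, 128 and 0 at Day 10, 268 and 0 at Day 14, 6931 and 333 at Week 3, 8 and 2781 at Week 6, 174 and 0 at Week 9, 1 and 0 at Week 12, 6 and 0 at Week 15, and 19 and 1 at Week 18. In each 1 split of 10 gave as many, except 2 at Week 6. Splits with far more genes than the real one point to structure among the samples. They occurred at Week 6, for KAL-1 at Weeks 3, 6, 12 and 15, and for HF75 against HF5. The real splits follow slide and scan day at Day 1 and Week 15, slide at Day 14 and Week 9, and slide for KAL-1 at Weeks 6, 9 and 18, so no value within slides can be had there.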

How the results depend on the processing

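These settings were chosen only after the results were seen: normexp with flagged local backgrounds replaced, scan day as a block, leaving out HFC Day 1 array 3 or whole time points in sets, and exchanging 2 arrays of Week 6. Of the values for gene counts and other comparison-wide results, 335 of 613 stayed within 1.5 times of those reported and 278 moved. For lists 1141 of 1471 kept direction and side of the threshold, 261 lost it, 37 gained it and 32 reversed. For named genes 3963 of 4116 kept both, 148 lost the threshold, 3 gained it and 2 reversed. Few arrays per group and a share of spots well above background as low as 46.9% limit all of these. The cause of the changes below was not tested except where fewer arrays or times were used. The weekly KAL-1 comparison at Week 12 with scan day as a block was not run, because HF20 and HF75 were all scanned on another day.

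With normexp background correction the counts were 0 at Days 1, 6 and 10, 10 at Day 14, 1 at Week 3, 2 at Week 6, 6474 at Week 9, 0 at Week 12, 19 at Week 15 and 0 at Week 18. The average had 16 genes, and weekly KAL-1 comparisons 4 (Week 3) and 0 (Weeks 6, 9 and 18). The Day 14 and Week 0 correlation was 0.153, 19 lists passed under 5 µg, and the percentiles of the study's processes were 13.2 (GPI anchor), 72.5 (bile acids), 1.6 (red blood cell) and 30.3 (complex I assembly). Reversed were Ltf (−0.13, adjusted p = 0.916) and Shank3 (−0.57, adjusted p = 0.704) at Week 3, late minus early for hepatocyte (median 0.22, test downwards) and skeletal muscle genes (0.18), and bile duct genes under 5 µg (−0.35). On 38 arrays this correction met spots more than 100 units below a local background that was itself marked as an outlier. With those backgrounds replaced the counts were 0 at Days 1 and 10 and Week 12, 7 at Day 6, 128 at Day 14, 2 at Week 6, 341 at Week 9 and 15 at Week 15. Weekly KAL-1 comparisons had 1880 (Week 3), 0 (Week 6) and 950 (Week 9), the correlation was 0.169, 14 lists passed under 5 µg, and the percentiles were 18.9, 66.9, 45.6 and 34.4 in the same order.

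Quantile normalization gave 0 at Day 1, 414 at Day 6, 5 at Week 6, 6 at Week 12, 1 at Week 15, and 0, 1 and 550 in the KAL-1 comparisons of Weeks 6, 15 and 18. Lists past the threshold were 9 in the average, oxidative phosphorylation reversed (0.01), and the percentiles were 34.5, 63.2, 40.5 and 48.6. The median of all genes before this step was 0.12 at Day 1, −0.24 at Week 0, −0.12 at Week 3 and −0.34 at Week 12. Shares of genes that were higher moved by over 10 points from 39.1% to 23.7% higher at Day 10 under quantile scaling, from 78.7% to 90% at Day 14 and 29.9% to 68.5% (4437 higher and 2037 lower) at Week 9 under normexp, and from 66.7% to 14.3% (1 of 7) at Day 6 with replaced backgrounds. With the authors' values the KAL-1 count at Week 6 was 0 and the percentiles were 2.4 (GPI anchor), 30.7 (bile acids) and 37.4 (complex I assembly). Without the filter on signal the counts were 0 at Day 6, 78 at Day 10, 30 at Day 14, 2062 at Week 0, 4370 at Week 3, 1 at Week 6, 17 at Week 9, 0 at Weeks 15 and 18, 0, 176 and 798 in the KAL-1 comparisons of Weeks 6, 9 and 18, and 21 and 22 lists under 5 and 20 µg.

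One fit of all arrays gave 2567 genes at Day 1, 396 at Day 6, 1291 at Week 0, 212 at Week 6, 114 at Week 9, 9543 at Week 12, 13 at Week 15 and 0 at Week 18, and 5, 40, 145 and 2 in the KAL-1 comparisons of Weeks 9, 12, 15 and 18. Slide as a random block gave 1017 at Day 1, 22 at Day 14, 39 at Week 9, and 559, 126 and 3302 for KAL-1 at Weeks 3, 6 and 18. Slide as a fixed block gave 0 at Day 6, 1719 at Day 10 and 0 at Weeks 6, 12 and 18, and slides holding both diets alone gave 0, 1056 and 0, 0 and 0. Scan day as a block gave 3603 at Week 3. Array weights gave 1487, 2113, 2350 and 1164 at Days 1, 6, 10 and 14, and 14717, 9285, 3110, 11142 and 1065 at Weeks 3, 6, 9, 12 and 15. For KAL-1 they gave 12804, 1910, 4782, 1776, 19 and 4642 at Weeks 3 to 18. With all arrays as replicates the average had 2491 genes, late minus early 257 and HF20 31, and with slide as a random block 2166, 20 and 10. Within slides the average had 1.

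The replicate block (replicate numbers as pairs) gave 0 at Days 1, 6, 10 and 14, 1632 at Week 0, 0 at Week 6, 17 at Week 9, 2 at Week 12, 493 in the average and 60 under 20 µg. Pairs of equal number shared little beyond their group. Of 26 HFC and LFC pairs 4 correlated above 0.1 (−0.486 to 0.443), in 0 of 9 time points all of them, while at Week 6 HF20 (0.169 to 0.628) and HF75 (0.106 to 0.781) had all 3 pairs above 0.1. Counts with the block were seen before this check.

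The t-test of the study's methods with adjusted p gave 2, 0, 4 and 35 genes at Days 1 to 14, 624 at Week 0, and 0, 2, 0, 1 and 0 at Weeks 6 to 18. Without adjustment it gave 2723, 3009, 2878, 2935, 5284, 1141, 2813, 2749, 4342 and 2087 at the same 10 times. The 2-fold rule in every HFC array gave 2094, 897, 1070, 1403, 2252, 3258, 331, 627, 7982, 412 and 214 over the 11 times, and with any probe of the authors' values 3424, 3899, 1994, 2075, 3924, 5910, 677, 1470, 9245, 827 and 527.

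With an estimated correlation 0 lists passed in each of the 5 comparisons (14, 9, 8, 13 and 16 with the preset one), also where Day 1 and Weeks 12 and 15, with or without Week 0, were left out. Without Day 1 and Week 15 the average had 10 genes, and without Weeks 12 and 15 it had 16. Without Day 1, Week 12 and Week 15 it had 11, and reversed were fatty acid oxidation (0.26, adjusted p = 1.52e-06), bile acids (0.09, 0.0345, and adjusted p = 0.243 with an estimated correlation), xenobiotic (0.11, 0.0043) and hepatocyte genes (0, 0.908, and 0.969), and late minus early neutrophil genes (0.19, 0.835, and 0.998). Without Week 0 as well it had 7, and reversed were fatty acid oxidation (0.25, 1.18e-05), bile acids (0.05, 0.0642, and 0.333), xenobiotic (0.10, 0.018), male-biased (0.03, 0.819, and 0.911), cell division (0.36, 1.18e-05), hepatocyte (0.04, 0.641, and 0.874), Kupffer cell (0.27, 0.018), T, B and NK cell (0.28, 0.0486), and late minus early hepatocyte genes (−0.03, 0.917, and 0.958). Without Weeks 12 and 15 reversed were fatty acid oxidation in the average (0.17), late minus early interferon genes (0.14), bile acids under 5 µg (0.01, test downwards) and 20 µg (−0.07), and T, B and NK cell genes under 75 µg (−0.16), with 14 lists under 5 µg and 9 under 75 µg. Without HFC Day 1 array 3 late minus early hepatocyte genes reversed (−0.05). With the 2 arrays of Week 6 exchanged the KAL-1 count was 0 at that time, and 10 and 18 lists passed under 5 and 75 µg. Over genes past the threshold in the other 9 time points Day 14 and Week 0 correlated with r = 0.75, and without LFC Week 0 array 2 or 1 over all genes with 0.02 and 0.163.

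Leaving out single arrays gave 0 to 645 genes at Day 1, 0 to 1604 at Day 6, 0 to 1802 at Day 10, 0 to 497 at Day 14, 1158 to 2593 at Week 0, 3539 to 8642 at Week 3, 0 to 18 at Week 6, 9 to 1125 at Week 9, 0 to 9193 at Week 12, 0 to 2453 at Week 15 and 0 to 35 at Week 18. For KAL-1 it gave 58 to 3350 at Week 3, 0 to 2 at Week 6, 11 to 2086 at Week 9, 0 to 2 at Week 15 and 160 to 1852 at Week 18. Leaving out single times gave 9 to 26 genes in the average (17 to 18 without a replicate number), 10 to 17 lists there, 2 to 11 in late minus early, and 8 to 13, 10 to 17 and 10 to 16 lists under 5, 20 and 75 µg. Late minus early hepatocyte genes ran from −0.18 without Day 1, where they reversed, to 0.67 without Day 6. Where LFC Week 0 is left with 1 array, that array is assumed to vary like the other group.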

Other observations

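Markers of other tissues stood high on single arrays. Muscle RNA, most of it contractile protein genes, was 10.01 above the other arrays on HF20 Week 15 array 4 (14 of 14 genes by over 2 log2 units), 8.32 on HF75 Week 3 array 3 (14 genes), 4.46 on HFC Day 6 array 2 (13 genes) and 3.99 on HFC Day 10 array 2 (12 genes). Pancreas RNA, the digestive enzymes, was 9.09 above on LFC Day 1 array 1 (15 of 16 genes) and 5.9 on HFC Day 1 array 3 (13 of 16). Endothelial genes were 2.13 above on LFC Week 12 array 5, and Kupffer cell genes 1.72 above on HF75 Week 6 array 3.

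Female-biased genes stood 1.77, 1.77 and 2.19 above the other arrays on the HFC Week 0 arrays, and 1.40 and 1.18 on the LFC arrays of that time. At Weeks 12 and 15, 5 of 8 slides and 6 of 10 groups held both arrays with a median correlation with all other arrays above 0.9 and arrays below it, and the correlation of probe GC content with an array's deviation from the probe medians had a median of −0.019 on the 18 arrays below and −0.05 on those above. The HFC arrays of both weeks all lay below 0.9 (0.859 to 0.892), against 0.892 to 0.964 for LFC.

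Pigc at Day 1 was 64.7-fold higher here, above the value quoted from the study. Pigv at Day 6 was 1.03-fold higher here, below the quoted value. The study's rule for choosing a probe differed, so the probes may not be the same. The 2 other probes of Pigv had the opposite sign. Genes past the 2-fold rule at any of the 11 times numbered 19480 in the authors' values.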
